# Arsenic trioxide extends survival of Li–Fraumeni syndrome mimicking mouse

**DOI:** 10.1038/s41419-023-06281-2

**Published:** 2023-11-29

**Authors:** Jiabing Li, Shujun Xiao, Fangfang Shi, Huaxin Song, Jiaqi Wu, Derun Zheng, Xueqin Chen, Kai Tan, Min Lu

**Keywords:** Cancer models, Tumour-suppressor proteins

## Abstract

Li-Fraumeni syndrome (LFS) is characterized by germline mutations occurring on one allele of genome guardian *TP53*. It is a severe cancer predisposition syndrome with a poor prognosis, partly due to the frequent development of subsequent primary tumors following DNA-damaging therapies. Here we explored, for the first time, the effectiveness of mutant p53 rescue compound in treating LFS-mimicking mice harboring a deleterious p53 mutation. Among the ten p53 hotspot mutations in IARC LFS cohorts, R282W is one of the mutations predicting the poorest survival prognosis and the earliest tumor onset. Among the six clinical-stage mutant p53 rescue compounds, arsenic trioxide (ATO) effectively restored transactivation activity to p53-R282W. We thus constructed a heterozygous *Trp53* R279W (corresponding to human R282W) mouse model for the ATO treatment study. The *p53*^R279W/+^ (W/+) mice exhibited tumor onset and overall survival well mimicking the ones of human LFS. Further, 35 mg/L ATO addition in drink water significantly extended the median survival of W/+ mice (from 460 to 596 days, hazard ratio = 0.4003, *P* = 0.0008). In the isolated tumors from ATO-treated W/+ mice, the representative p53 targets including *Cdkn1a*, *Mdm2*, and *Tigar* were significantly upregulated, accompanying with a decreased level of the proliferation marker Ki67 and increased level of apoptosis marker TUNEL. Together, the non-genotoxic treatment of p53 rescue compound ATO holds promise as an alternative for LFS therapeutic.

## Introduction

Germline mutation on one allele of the *TP53* tumor suppressor gene can result in Li-Fraumeni syndrome (LFS), a hereditary condition characterized by the development of multiple cancer types, often at a young or middle age [1–3]. LFS individuals face a lifetime cancer risk of up to 80–90%, with approximately half of them developing cancer by the age of 30 years [4, 5]. Despite the significantly increased risk of cancer-related morbidity and mortality, clinical management for LFS families is predominantly the cancer screenings such as annual whole-body MRIs and the prevention measures such as avoiding exposure to DNA-damaging agents and radiation [6–8]. Treatment options for LFS patients remain limited. The standard regimens involve DNA-damaging chemotherapies and radiotherapies, which often lead to subsequent primary tumors in LFS patients [1, 5]. The susceptibility to second primary tumors is expected since *TP53* functions as a haploinsufficient genome guardian. While mutant p53 rescue drugs, which restore tumor-suppressive function without causing DNA damage, are attractive alternatives, no such drugs have been approved for clinical use to date. Unfortunately, the development of mutant p53 rescue drugs for LFS treatment has received limited attention from the pharmaceutical industry due to the low prevalence of LFS (occurring in 1 in 5000 to 1 in 20,000 people worldwide) [9] and the formidable challenge in pharmacologically rescuing mutant p53, as evidenced by the lack of clinical trials for LFS treatment.

In laboratory settings, genetically engineered mouse models are valuable tools for studying LFS. In LFS individuals, one allele of *TP53* is inherently mutant, while the other allele remains wild-type. Heterozygous *Trp53* knockout mice partially resemble LFS patients in terms of tumor spectrum, tumor incidence, and survival [1, 10]. Soft-tissue sarcomas, osteosarcomas, and hematological malignancies are prevalent in both heterozygous *Trp53* mutant mice and LFS patients [6, 11–13]. Additionally, the high incidence of breast cancers in LFS patients is commonly observed in female p53 heterozygous mice of the BALB/c strain [14]. Moreover, approximately 50% of heterozygous *Trp53* knockout mice die from spontaneous tumors before 18 months of age [15], which parallels the median survival of approximately 50 years in LFS individuals [16]. However, due to the long lifespan of heterozygous *Trp53* mutant mice, a study on the efficacy of pharmacological treatment for LFS-mimicking mice is a long-term project.

Rescuing mutant p53 in LFS-mimicking mouse models is challenging due to the complicated p53 inactivation mechanisms and diverse functional consequences caused by the various p53 mutations [17]. For instance, the six classic p53 hotspot mutations, found in both somatic and germline cells, are located in the DNA binding domain (DBD) and can be classified as DNA-contacting mutations that affect DNA-binding residues, or structural mutations that affect structure-maintaining residues and cause protein unfolding [17, 18]. Based on the diversities of the p53 inactivation mechanism and functional consequences, a one-size-fits-all compound that can restore wild-type function to all p53 mutants should not exist [18]. Therefore, p53-rescue treatments in LFS need to differentiate mutations and, ideally, experimentally test the rescue effectiveness on the interested mutation before patient treatment.

Developing rescue compounds for mutant p53 is a highly challenging task due to the lack of actionable pockets in p53 and the need for a function-restoration mechanism of action (MoA) [17]. To date, there have been reports of over twenty generic mutant p53 rescue compounds, with six entering clinical trials, including ATO, APR-246, PAT, COTI-2, PEITC, and Kevetrin [19]. While ATO and PAT are being used to rescue a set of rescuable structural p53 mutations based on their mechanisms and experimental validations [20–22], APR-246, COTI-2, PEITC, and Kevetrin are being tested for rescuing all of the p53 mutations in laboratory and clinical settings. Therefore, for these six rescue compounds that have straightforward clinical trial potential in LFS patients, it is crucial to experimentally confirm their effectiveness in rescuing the specific p53 mutation detected in an LFS patient before clinical treatment.

In this study, we aimed to evaluate the efficacy of pharmacological rescue of mutant p53 using an LFS-mimicking mouse model. We initially differentiated the ten LFS p53 hotspot mutations based on their impact on prognosis using a large LFS cohort. Subsequently, we assessed the effectiveness of the six clinic-stage mutant p53 rescue compounds in rescuing the highly deleterious LFS hotspot mutations R282W and Y220C. With these validations, we constructed a heterozygous *Trp53* R279W (corresponding to human hotspot mutation R282W) knock-in mouse model and found that ATO significantly extended the overall survival of these LFS-mimicking mice, accompanied by reactivation of the p53-R279W. Our study provides a non-genotoxic pharmacological treatment approach for LFS, a disease with high unmet clinical needs.

## Results

### Prognosis of LFS individuals with diverse p53 mutations

We compiled the information on LFS cases from the International Agency for Research on Cancer (IARC) database (http://www-p53.iarc.fr/), which comprised 4455 records. Among these, 2836 cases were confirmed as germline carriers of *TP53* mutations (Supplementary Fig. S1A). The mutation and tumor spectrums were analyzed for these 2836 confirmed cases. All of the top ten p53 mutations, herein termed as hotpot mutations, in the 2836 cases are missense mutations, with nine of them located within the DNA binding domain (Supplementary Fig. S1B, 102–292 amino acids). R337H is a unique hotspot mutation, hitting the tetramerization domain of p53. Common tumors found in the LFS cohort include breast cancer, soft tissue sarcoma, brain, etc (Supplementary Fig. S1C).

We next investigated the association between p53 mutation and tumor types with prognosis (full profiles seen in Fig. 1A). Among the 2430 cases with available p53 mutation and survival information, Y220C, R282W, R248W, and R175H were significantly associated with poorer survival compared to other mutations (Fig. 1B, *P* < 0.01, hazard ratio (HR) > 1). Among the 2262 cases with additional information on the age of cancer diagnosis, R337H, R282W, R248Q, R248W, and Y220C were the top mutations associated with the earliest tumor onset (Fig. 1C, *P* < 0.0001). Regarding the correlation between tumor types and prognosis, LFS cases with adrenal gland, bone, and brain showed significantly worse survival and earliest tumor onset, as compared to other subcohorts (All *P* < 0.0001, Fig. 1D, E). Overall, the median survival and median age of tumor onset in the LFS cohort were 57 and 29, respectively (Supplementar Figs. S1D, E).

**Fig. 1:**
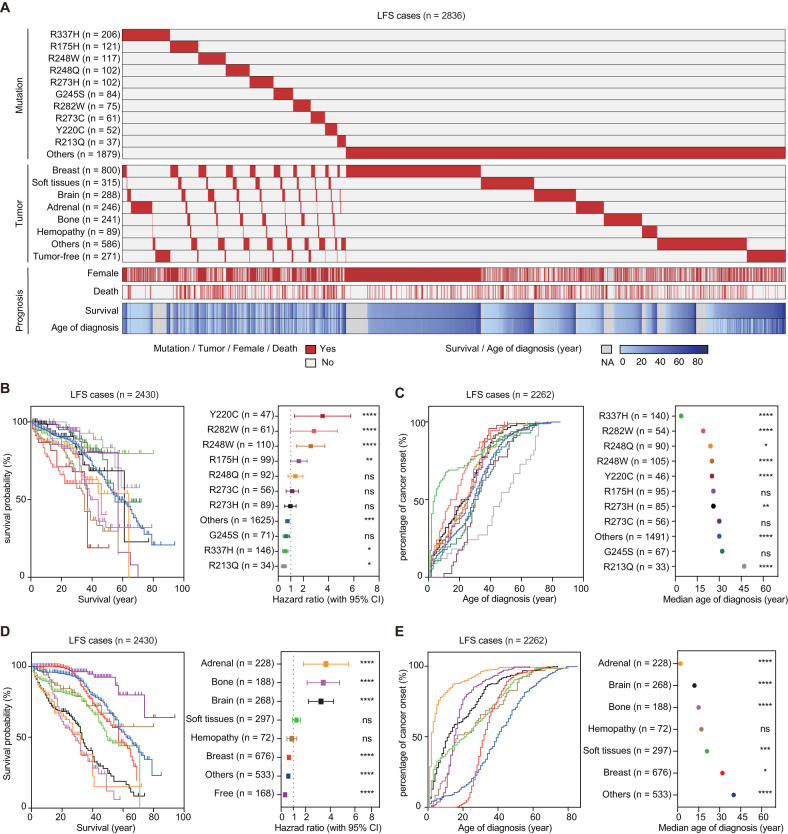
Prognosis of LFS individuals with diverse p53 mutations. **A** Landscape of p53 mutations, tumor types, and clinical prognosis in LFS cases. Data compiled from the IARC p53 germline mutation dataset is shown, including confirmed LFS individuals (*n* = 2836). **B** Kaplan–Meier survival curves and log-rank statistics of LFS cases harboring the 10 p53 hotspot mutations. Hazard ratios (HR) are calculated by comparing the survival of cases harboring the indicated mutation with the ones without this mutation. Confirmed germline carriers with the age of diagnosis and the age of follow-up were included (*n* = 2430). **C** Curve of cancer-onset age and the analysis of the median age of cancer onset for the LFS cases with indicated p53 mutations (*n* = 2262). **D** Kaplan–Meier survival curves and log-rank statistics of the indicated LFS subcohorts with specific tumor types (*n* = 2430). **E** Curve of cancer-onset age and the analysis of the median age of cancer onset for the LFS cases with indicated tumor types (*n* = 2262).

In conclusion, LFS individuals with different p53 mutations exhibit highly diverse prognosis, with R282W, Y220C, and R248W being identified as the most deleterious LFS mutations.

### Screening of rescue compounds for the LFS p53 mutations

We then proceeded to investigate the rescue effectiveness of the six clinical-stage mutant p53 rescue compounds (APR-246, COTI-2, PEITC, Kevetrin, PAT, and ATO) on the deleterious LFS p53 mutations R282W and Y220C. Most if not all of the six compounds have been reported to action through increasing thermostability of structural p53 mutants. R248W was thus excluded in the investigation since it is a well-established DNA-contacting mutation, rather than a structural mutation [17, 23]. In the luciferase reporter assay conducted in H1299 cells [24], ATO significantly enhanced the transactivation activity of R282W on the *CDKN1A* promoter by approximately 3.8 times and 6.7 times at the two optimized concentrations (approx. IC_50_/5 and IC_50_/2) (Fig. 2A, left panel, both *P* < 0.05, *n* = 3). PAT also demonstrated rescue activity, increasing the transactivation activity of R282W on the *CDKN1A* promoter, although less effectively than ATO. The same results were observed when assaying the transactivation activity of R282W on the *MDM2* promoter (Supplementary Fig. S2A, left panel, *n* = 3). In the same treatment conditions, none of the remained four compounds significantly restored transactivation activity to R282W (Fig. 2A and Supplementary Fig. S2A, left panels; approx. IC_50_/5 and IC_50_/2 concentrations were used for each compound, *n* = 3). Interestingly, all six clinical-stage rescue compounds, including ATO and PAT, failed to significantly restore transactivation activity to the other deleterious LFS hotspot mutant p53-Y220C in this assay (Fig. 2A and Supplementary Fig. S2A, right panels, *n* = 3).

**Fig. 2:**
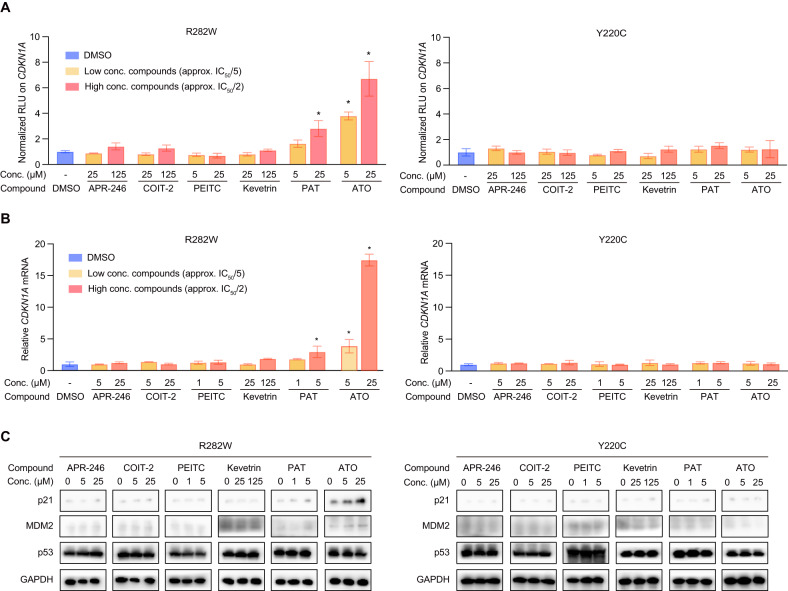
Screening of rescue compounds for the LFS p53 mutations. **A** Luciferase reporter assay for transactivation activity of LFS p53 mutation R282W and Y220C on the *CDKN1A* promoters. H1299 cells were treated with six indicated clinical-stage p53-rescue compounds at two concentrations (approx. IC_50_/5 and IC_50_/2 in H1299 cells) for 24 h. Bar graphs show the normalized RLU (relative light units). **B** Quantitative PCR (qPCR) determination of relative mRNA levels of *CDKN1A* upon treatment with indicated compounds and concentrations in U937 cells transfected with p53-R282W or p53-Y220C for 24 h. **C** Immunblotting for protein levels of *CDKN1A and MDM2* upon treatment with the indicated compounds and concentrations in U937 cells for 48 h. Bars represent mean ± SD, unpaired two-tailed Student’s *t* test, *n* = 3, *P < 0.05.

In the quantitative PCR (qPCR) experiment, only PAT and ATO showed effectiveness in significantly upregulating mRNA of the representative p53 targets, with increases ranging from 3.9 to 17.4 times for *CDKN1A*, and 3.5 to 9.3 times for *MDM2*, in U937 cells transfected with p53-R282W (Fig. 2B and Supplementary Fig. S2B, left panels, *n* = 3). In isogenic U937 cells transfected with p53-Y220C, none of the six tested rescue compounds significantly upregulated the mRNA levels of *CDKN1A* or *MDM2* (Fig. 2B and Supplementary Fig. S2B, right panels, *n* = 3). Thus, these qPCR results align with the observations from the luciferase assay.

We next examined the protein levels of p53 targets upon compound treatments using immunoblotting. ATO treatment demonstrated a dose-dependent upregulation of the protein levels for representative p53 targets p21 and MDM2 in U937 cells transfected with p53-R282W (Fig. 2C, left panels). PAT exhibited slight effectiveness, and only at high dosage (Fig. 2C, left panels). Again, the other four compounds showed no rescue effectiveness in the current immunoblotting experiments. In addition, all six clinical-stage rescue compounds failed to significantly upregulate p21 and MDM2 in U937 cells transfected with p53-Y220C (Fig. 2C, right panels).

In summary, the clinical-stage ATO efficiently rescued the deleterious LFS mutant R282W, while showing no significant rescue activity for Y220C.

### Establishment of LFS-mimicking mouse model with p53-R279W

We thus focus on rescue compound ATO and the ATO-rescuable deleterious hotspot mutation R282W for further investigations. Initially, we utilized CRISPR/Cas9-based genome editing to generate p53 R279W mice (corresponding to amino acid 282 in humans) (Supplementary Fig. S3A). The heterozygous mutant mice (p53^R279W/+^, W/+, *n* = 47) that represent the LFS individual harboring the heterozygous p53 R282W mutant, exhibited a median survival of 468 days (Fig. 3A). This median survival largely mimics one of R282W LFS individuals (468 days in mice vs. approximately 46 years in humans, as shown in Fig. 1B). No survival difference was observed between the two genders of W/+ mice (Supplementary Fig. S3C, the number of males was 23 and females 24). The predominant spontaneous tumor types observed in W/+ mice were sarcomas (*n* = 19), thymic-lymphomas (T-lymphomas, *n* = 5), and spleen-lymphomas (S-lymphomas, *n* = 13) (Fig. 3B). The W/+ mice harboring different tumor types displayed similar overall survival (Fig. 3C).

**Fig. 3:**
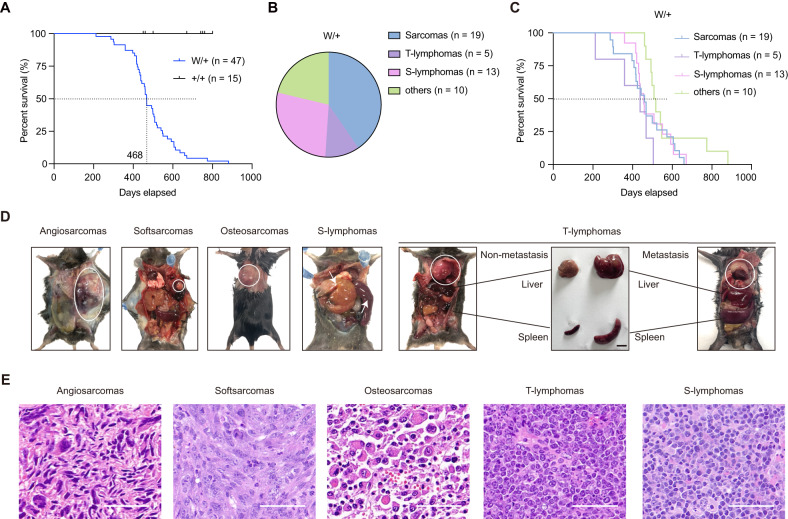
Establishment of LFS-mimicking mouse model with p53-R279W. **A** Kaplan–Meier survival curves of the mice harboring heterozygous p53 mutation R279W (p53^R279W/+^, W/+, *n* = 47) and the wild-type mice (p53^+/+^,+/+, *n* = 15). **B** Pie chart illustrating tumor spectrum of W/+ mice. Sarcomas (*n* = 19), T-lymphomas (*n* = 5), S-lymphomas (*n* = 13), and others (*n* = 10). **C** Kaplan–Meier survival curves of W/+ mice harboring different tumor types. **D** Macroscopic and phenotypic characteristics of the tumors spontaneously developed in W/+ mice. Scale bar, 1 cm. **E** H&E staining of the indicated tumors isolated from W/+ mice. Scale bar, 50 μm.

We further specified the tumors spontaneously developed in the W/+ mice. The frequent occurrence of sarcomas in W/+ mice well mimics the high prevalence of sarcomas in LFS individuals harboring R282W (Fig. 1A). The sarcoma observed in W/+ mice included angiosarcoma, soft sarcomas, and osteosarcomas (Fig. 3D, left panel). Lymphomas also appeared frequently in W/+ mice, resembling the occurrence of hematological malignancies in LFS individuals (Fig. 1A). In W/+ mice, T-lymphomas occasionally metastasized, resulting in liver and spleen enlargement (Fig. 3D, right panel). Notably, we did not observe a high incidence frequency of breast cancer, which is the most common tumor type among LFS women, in our W/+C57BL/6N mice. This is consistent with the reported low rate of breast cancer in p53-defected C57 background mice and the high rate in p53-defected BALB/c background [14]. The representative gross morphology and hematoxylin and eosin (HE) staining images of the major spontaneously developing tumor types in W/+ mice are provided (Fig. 3D, E).

In conclusion, the constructed p53 W/+ mice largely mimic LFS individuals harboring the deleterious R282W mutation.

### ATO reactivates p53-R279W in LFS-mimicking mouse-derived cancer cell lines

Before initiating the long-duration in vivo study on W/+ LFS-mimicking mice, we validated the effectiveness of ATO in rescuing p53-R279W using cell lines derived from W/+ mice. We focused on sarcoma, the highly prevalent tumor type observed in both W/+ mice and LFS patients. Two cancer cell lines derived from sarcoma tissues freshly isolated from W/+ mice were used in our studies.

Upon ATO treatment, we observed a dose-dependent upregulation of mRNA levels of representative p53 targets including *Cdkn1a*, *Mdm2*, *Bax*, and *Puma* (Fig. 4A showing results for *Cdkn1a* and *Mdm2*; Supplementary Fig. S4A showing results for *Bax* and *Puma*, *n* = 3). Consistent with the mRNA evaluation, protein levels of Cdkn1a and Mdm2 were also detectably upregulated in the two W/+ sarcoma cell lines treated with ATO, in a dose-dependent manner (Fig. 4B). Furthermore, ATO effectively inhibited the proliferation of these two W/+ sarcoma cell lines, with IC_50_ of 7.74 µM and 8.25 µM, respectively (Fig. 4C, *n* = 3).

**Fig. 4:**
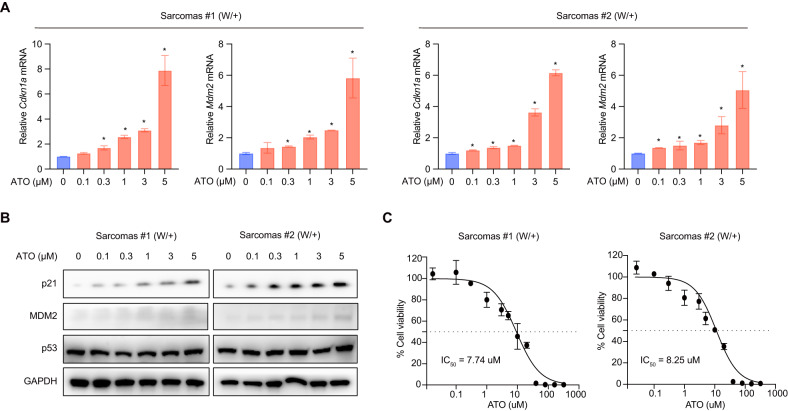
ATO reactivates p53-R279W in LFS-mimicking mouse-derived cancer cell lines. **A** qPCR determination of the mRNA levels of *Cdkn1a* and *Mdm2* in two sarcoma cell lines derived from W/+ mice. Cells were treated with ATO at indicated gradient concentrations for 24 h. **B** Immunoblotting of p21 and MDM2 protein in indicated cell lines treated with ATO at indicated gradient concentrations for 48 h. **C** Cell viability determination of indicated cell lines treated with indicated concentrations of ATO for 3 days. Bars represent mean ± SD, unpaired two-tailed Student’s *t* test, *n* = 3, *P < 0.05.

Based on these findings, ATO holds promise as a potential therapeutic option for the treatment of LFS-associated cancers.

### ATO extends survival of LFS-mimicking mouse with p53-R279W

Next, we conducted long-term treatments of W/+ mice with oral ATO administered on a daily basis (35 mg/L ATO in drinking water) starting from day 90 until natural death, followed by the designed experiments (Supplementary Fig. S5A). The treatment did not significantly alter the mice’s body weight (Supplementary Fig. S5B, *P* = 0.98, *n* = 3 per group). Encouragingly, ATO significantly extended the median overall survival of W/+ LFS-mimicking mice from 460 to 596 days (Fig. 5A, *P* = 0.0008, HR = 0.4003, the mice number of ctl group was 22 and ATO group 24). Regarding the survival of mice harboring sarcomas, ATO extended the median overall survival from 428 to 587 days (Fig. 5B, *P* = 0.0026, HR = 0.3127, *n* = 10 per group). Similarly, for the survival of mice harboring lymphoma, the median overall survival increased from 448 to 582 days (Fig. 5C, *P* = 0.0414, HR = 0.4095, the mice number of ctl group was 8 and ATO group 10). The other tumor types were observed in only a very small number of mice, making it impossible to determine the statistical effect of ATO on these tumor types (Fig. 5D, *n* = 4 per group).

**Fig. 5:**
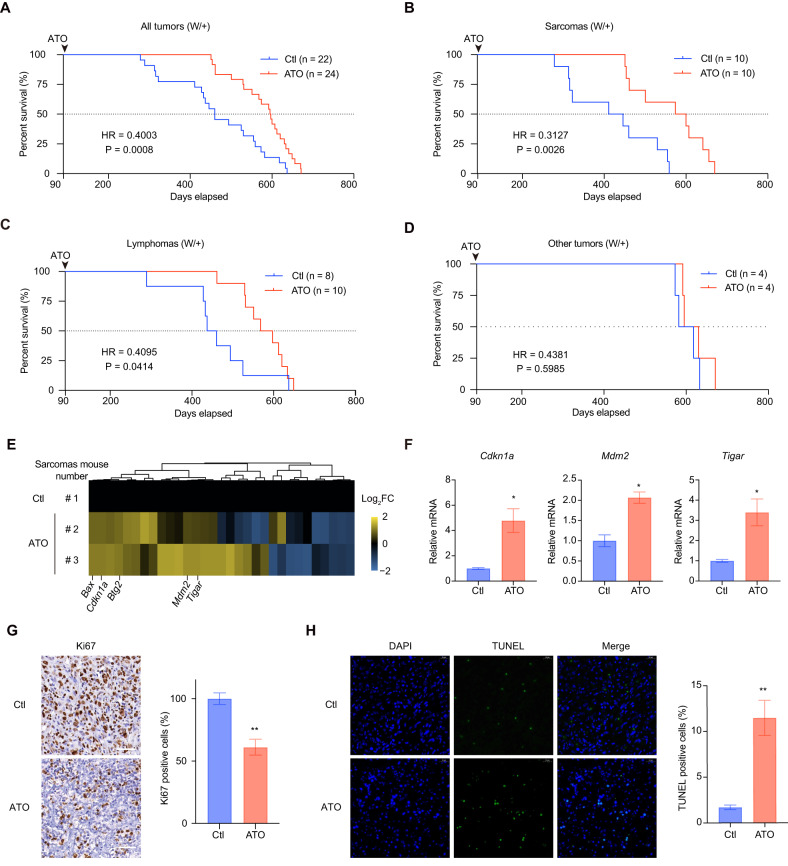
ATO extends survival of LFS-mimicking mouse with p53-R279W. **A**–**D** Kaplan–Meier survival curves of W/+ mice treated with or without ATO (35 mg ATO in 1 L drinking water) from day 90 until natural death were analyzed. **A** Mice with all tumor types (the mice number of ctl group was 22 and ATO group 24). **B** Mice with sarcomas (*n* = 10 per group). **C** Mice with lymphomas (the mice number of ctl group was 8 and ATO group 10). **D** Mice with other tumor types (*n* = 4 per group). **E** RNA-seq for sarcoma tissue isolated from ATO-treated or -untreated W/+ mice. Heatmap displays fold changes (FC) of mRNA levels of 32 confidently identified p53 targets compared to the untreated group. **F** qPCR analysis of relative mRNA levels of the indicated p53 targets *Cdkn1a*, *Tigar*, and *Mdm2*. **G** Representative immunohistochemical staining images of Ki67 and quantification of Ki67+ cells as percentages in the indicated group. Each dot in the plot represents the sum of the positive cells counted from six scopes randomly picked. Scale bars, 50 μm. **H** Representative immunofluorescence staining images of DAPI (blue) and TUNEL (green) and quantification of TUNEL+ cells as percentages in the indicated group. Each dot in the plot represents the sum of the positive cells counted from six scopes randomly picked. scale bars, 20 μm. Bars represent mean ± SD, unpaired two-tailed Student’s *t* test, *n* = 3, *P < 0.05. **P < 0.01.

To validate the reactivation of p53-R279W by ATO treatment in vivo, we performed RNA-seq analysis on sarcoma tissues obtained from ATO-treated and –untreated W/+ mice. 

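RNA-seq was performed on 4 sarcomas, 2 from ATO-treated W/+ mice (ATO 1 and ATO 2) and 2 from untreated W/+ mice (Ctl 1 and Ctl 2). The treated mice received 35 mg ATO in 1 L drinking water from day 90, and the sample labels name PBS as the treatment of the Ctl sarcomas. The labels give the genotype as p53R282W/+, the human residue, where the paper writes p53-R279W. They also name TRIzol and a SMARTER library kit where the paper names a spin column kit and TruSeq, and for all 4 samples they give a growth protocol for cultured cells with dexamethasone, isobutylmethylxanthine and insulin, which the paper does not describe for the sarcomas. The authors removed adapters and poor-quality reads, aligned the reads to the mouse genome with HISAT2 and counted them per gene with HTSeq. The deposited table gives 56691 genes, each with its raw read count and its FPKM, which is the count scaled to the length of the gene's exons and to the total count of the sarcoma. The strand setting of the counting is not given in the methods, so the values of overlapping genes are uncertain. The methods name GRCm38, but of the 52073 genes shared with the GENCODE M21 annotation of GRCm38 only 1472 (2.83%) have the same position in the table. Gene positions are therefore given from that annotation by gene identifier. The total counts were 17465090 in Ctl 1, 17971675 in Ctl 2, 18134000 in ATO 1 and 15259695 in ATO 2. Mitochondrial genes took 14.7% of the counts in ATO 2 and between 1.98% and 2.59% in the other sarcomas. The ATO and Ctl sarcomas were compared with edgeR's quasi-likelihood test after TMM normalization, over 17188 genes. The biological coefficient of variation between sarcomas of the same group was 62.5%. With Benjamini-Hochberg adjustment 0 genes passed an adjusted p of 0.05, the smallest adjusted p in edgeR being 0.570, and 1463 genes had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, with 716 genes. In simulated counts with the spread of these sarcomas, edgeR called between 0 and 27 of the 186 to 191 genes changed by 3 on the log2 scale, so that a count of 0 does not show that no gene changed.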

Principal component analysis (PCA) was employed to assess the correlation among samples and the distribution was visualized in the principal component (PC) score plot. 

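The principal components were computed from log2(FPKM + 1) of the 14383 genes with a mean FPKM of at least 1, without scaling the genes. PC1 held 43.8% of the variance and separated both Ctl sarcomas (scores 67.1 and 45.6) from both ATO sarcomas (scores -47.2 and -65.5). PC2 held 32.2% and separated ATO 1 (score -74.3) from ATO 2 (score 63.6). In the space of all genes, the distance between the ATO sarcomas was 139.1 and that between the Ctl sarcomas was 120.7. The distances between an ATO and a Ctl sarcoma ranged from 140.6 to 152.0. The distance between the ATO sarcomas was thus 0.951 times the mean distance between the groups. Without a log transformation this ratio was 1.52. Over the 3 sarcomas that Table S2 lists, which leave out Ctl 2, the distance between the ATO sarcomas was 139.6 and their distances to Ctl 1 were 148.8 and 152.2. No test was made, since 4 sarcomas do not allow one below an exact p of 0.333.

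**Figure D1:**
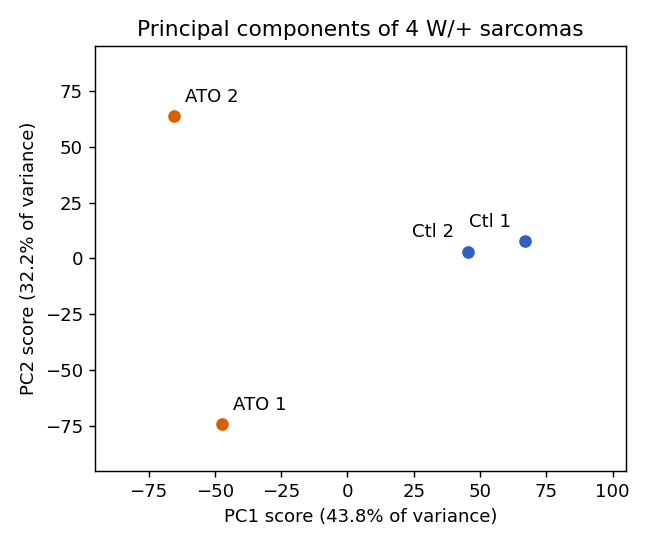
Scores of the 4 W/+ sarcomas on PC1 (43.8% of the variance) and PC2 (32.2%), with 1 point per sarcoma, ATO in orange and Ctl in blue. The ATO sarcomas sit at negative PC1 scores and lie apart on PC2, at -74.3 and 63.6.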

The plot revealed a relatively large difference between the ATO-treated and -untreated groups and a relatively smaller difference within the ATO-treated group (Supplementary Fig. S5C). The heatmap analysis of 32 confidently identified p53 targets from over 10 independent genome-wide datasets [25] demonstrated a successful rescue of mutant p53 by ATO, as evidenced by the global upregulation of these 32 targets, including well-studied ones such as *Cdkn1a*, *Tigar*, and *Mdm2* (Fig. 5E). In addition, qPCR analysis of these three p53 target genes confirmed their significant upregulation at the mRNA levels (Fig. 5F, *n* = 3).

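The copy of Table S2 at hand holds 1998 of its 28207 genes and marks 29 of them as p53 targets, against the 32 targets that the paper states. Table S2 lists Ctl 1, ATO 1 and ATO 2, and the levels of the 29 targets in each ATO sarcoma were first compared with Ctl 1 as log2 ratios of FPKM with a pseudocount of 1. With 1 Ctl sarcoma this comparison has no replicate check. Of the 29 targets, 14 were higher than in Ctl 1 in both ATO sarcomas, 6 in ATO 1 only and 2 in ATO 2 only. The other 7 (Bloc1s2, Ddb2, Plk2, Plk3, Polh, Sulf2 and Susd6) were lower in both. The median log2 ratio was 0.45 in ATO 1 and 0.19 in ATO 2. Against Ctl 2, which Table S2 does not list, 8 targets were higher in both ATO sarcomas and 11 were lower in both, with medians of 0.03 and -0.22. After dividing FPKM by the TMM factor of each sarcoma, an alternative chosen after seeing the data, 16 targets were higher than in Ctl 1 in both ATO sarcomas and 4 lower (medians 0.55 and 0.50), and 13 were higher than in Ctl 2 in both and 9 lower (medians 0.13 and 0.17).
Over all 4 sarcomas, 21 of the 29 targets had a higher fitted level in ATO and 8 a lower one, with a median log2 fold change of 0.34. On TMM-normalized CPM with a pseudocount of 1, the medians of the single ATO to Ctl pairs ranged from 0.18 to 0.64 (SD 0.26 over the pairs). With TPM in place of counts, tested in limma, the median was -0.08. The median of all genes was -0.47 in that fit and -0.016 in edgeR. On TPM the median of the targets thus also lay above that of all genes. By FPKM, both ATO sarcomas lay above both Ctl sarcomas in 5 targets (Cdkn1a, Fas, Pstpip2, Rps27l and Tigar) and below in 4 (Bloc1s2, Ddb2, Plk2 and Plk3). By TMM-normalized CPM, the scale of the edgeR test, they lay above in 10 (these 5 and Aen, Gadd45a, Mdm2, Rrm2b and Sesn1) and below in 2 (Bloc1s2 and Ddb2). Chance gives 16.7% in each direction for a single gene if the 4 sarcomas are exchangeable. The targets share the same 4 sarcomas and the share among all genes is not given, so that these counts do not show an enrichment. By edgeR, 0 of the 29 targets passed an adjusted p of 0.05, over all genes tested or adjusted over the list alone (smallest adjusted p 0.264), and 3 (Cdkn1a, Fas and Tigar) had an unadjusted p under 0.05.
Cdkn1a (ENSMUSG00000023067; chromosome 17 of GRCm38, 29090976 to 29100727), which encodes p21, had an FPKM of 5.61 in Ctl 1, 17.93 in Ctl 2, 75.8 in ATO 1 and 49.38 in ATO 2. Its level was 241 ± 38.0 CPM (SD, n = 2) in ATO and 38.0 ± 27.9 (SD, n = 2) in Ctl, a log2 fold change of 2.67 (SE 0.70, edgeR adjusted p 0.570). It was the target that passed the threshold in DESeq2 (adjusted p 0.0139) and in edgeR without a filter, and the adjusted p ranged up to 0.745 over the alternatives. With each sarcoma left out in turn its log2 fold change stayed between 2.06 and 3.72. Leaving out a sarcoma does not remove a difference in tissue between the groups. The median FPKM of 8 skeletal muscle genes was 0.47 and 10.6 in Ctl and 1273 and 91.2 in ATO. Adipoq, an adipocyte gene, had 2 counts in each Ctl sarcoma, 974 in ATO 1 and 4017 in ATO 2. The fold changes of the targets therefore cannot separate an effect of ATO from a difference in tissue. Tigar (ENSMUSG00000038028; chromosome 6, 127085116 to 127109557) had an FPKM of 2.36 and 4.15 in Ctl and 12.9 and 5.45 in ATO, a log2 fold change of 1.72 (SE 0.57, edgeR adjusted p 0.570). For Mdm2 (ENSMUSG00000020184; chromosome 10, 117688875 to 117710758) the FPKM was 9.37 and 18.39 in Ctl and 26.5 and 15.68 in ATO, so that ATO 2 lay below Ctl 2 on this scale. Its TMM-normalized level was 116 ± 26.0 CPM (SD, n = 2) in ATO and 64.2 ± 28.9 (SD, n = 2) in Ctl, and on that scale both ATO sarcomas lay above both Ctl sarcomas. Its log2 fold change was 0.85 (SE 0.49, edgeR adjusted p 0.673), with 0.45 without Ctl 1 and 1.40 without Ctl 2. Rps27l is a paralog of Rps27, and its counts are uncertain where reads were shared. From the upregulation of the targets in Fig. 5E, the paper concludes that ATO rescued mutant p53 in the sarcomas. It also reports a significant rise of Cdkn1a, Tigar and Mdm2 by qPCR (Fig. 5F), a measurement that was not examined here.

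**Figure D2:**
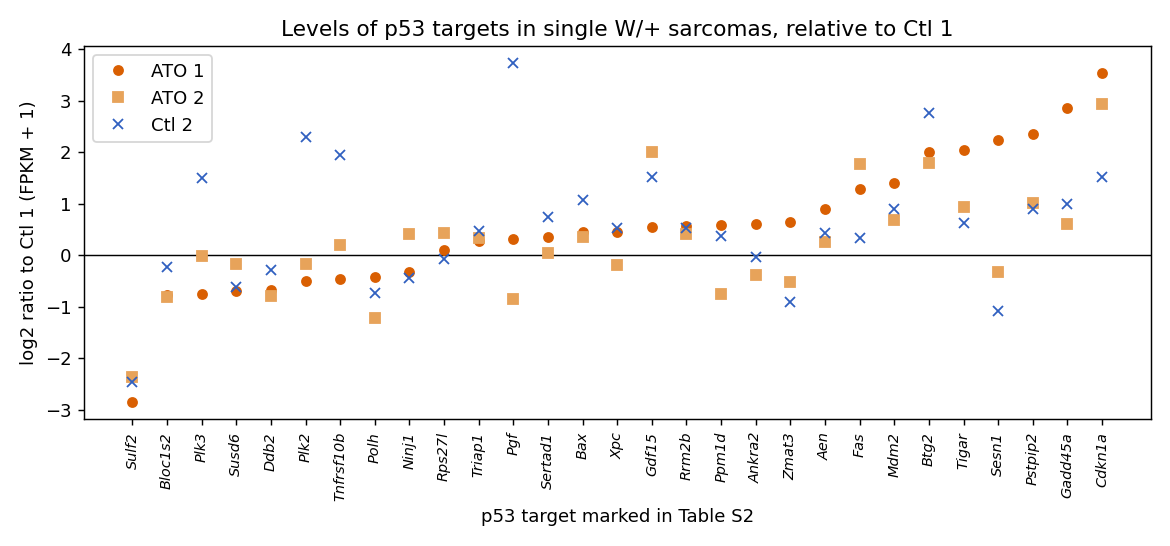
log2 ratio of FPKM (pseudocount 1) to Ctl 1 for the 29 p53 targets marked in Table S2, with 1 point each for ATO 1, ATO 2 and Ctl 2, ordered by ATO 1. In both ATO sarcomas 14 targets lie above 0 and 7 below (16 and 4 after dividing FPKM by the TMM factor), and Ctl 2 lies above 0 for 19.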

Concurrently, we performed immunohistochemistry experiments using the proliferation marker, Ki-67, and immunofluorescence experiments using the apoptosis marker TUNEL. The positive rate of Ki67 cells was significantly lower, while the positive rate of TUNEL cells was significantly higher in the sarcomas tissues isolated from ATO-treated W/+ mice compared to the untreated mice (Fig. 5G, H, *P* < 0.05, *n* = 6). These results suggest that ATO effectively extends the survival of W/+ LFS-mimicking mice through mutant p53 reactivation.

## Discussion

LFS is a hereditary condition that occurs in approximately 1 in 5000 to 1 in 20,000 people worldwide [9]. This rarity partly explains why LFS treatment regimens have received limited attention from pharmaceutical companies, resulting in a scarcity of clinical trials for LFS. Among the 97,726 cancer-associated clinical trials registered on ClinicalTrials.gov by 2023, the NCT01981525 trial conducted in 2014, which utilized metformin, is the only intervention trial for LFS cancer patients. Furthermore, due to the long lifespan of the LFS-mimicking mouse model, the complicated inactivation mechanisms and diverse functional consequences resulting from various p53 mutations, and inconsistent reports on the effectiveness of mutant p53 rescue compounds (such as the extensively studied CP-31398 and APR-246 [26–30]), there are no reports on the efficacy of pharmacological rescue of mutant p53 in LFS-mimicking mouse model.

Here we aimed to address these gaps by proposing the use of non-genotoxic ATO as an alternative to the current DNA-damaging chemotherapy and radiotherapy, which are commonly employed for clinical LFS treatment but often lead to subsequent primary tumors. Initially, we analyzed p53 mutations in the IARC LFS cohort and found highly diverse survival and tumor onset among LFS cases harboring different p53 mutations (Fig. 6, top panel). Notably, R282W, Y220C, and R248W are among the LFS hotspot mutations associated with the poorest survival prognosis and the earliest tumor onset. Subsequently, we screened six clinical-stage mutant p53 rescue compounds and identified ATO as an effective rescue compound for the deleterious R282W, but not Y220C. Y220C represents a ‘warm spot’ mutation, positioned just beyond the spectrum of the six classical hotspot mutations in terms of mutation frequency. Our previous studies on the rescue of a comprehensive panel encompassing 25 frequent p53 mutations, alongside 800 common cancer-associated p53 mutations, as well as our present investigation, consistently illustrate the modest or negligible potency of ATO in rescuing Y220C [20, 31]. This outcome is unexpected, considering that p53-Y220C is a well-documented structural mutant, characterized by its unfolded and inactivated state at 37°C [32]. Remarkably, ATO exhibits remarkable efficacy in refolding structural p53 mutants, surpassing other established rescue compounds by orders of magnitude [20]. The precise mechanism underlying the suboptimal rescue potency of ATO for Y220C remains elusive, though its temperature-sensitive (TS) nature could offer a plausible explanation. Mutations located at the DNA-binding surface, such as R249S, are commonly non-TS variants due to their distorted DNA-binding interfaces in their folded states. As a result, ATO-mediated rescue efficiency is compromised for these mutants [20]. In contrast, structural mutations situated within the β-sandwich domain, like V272M, frequently display TS properties due to their intact DNA-binding surfaces in the folded conformation, rendering them susceptible to robust ATO-mediated rescue [31]. Y220C occupies a position within the β-sandwich domain, unlike DNA-binding surface mutations. This could imply a temperature-sensitive behavior, yet distinct from classic TS mutants, as Y220C’s positioning lies at the periphery of the β-sandwich rather than its core. Our unbiased assessment of 800 common cancer-associated p53 mutants previously established Y220C as a non-TS mutant [22, 31], emphasizing that even upon refolding through low-temperature treatment, p53-Y220C cannot be efficaciously restored in function. Consequently, this suggests that p53-Y220C does not effectively restore its function even when refolded by thermostabilizing rescue compounds such as ATO. Notably, a category of Y220C-specific rescue compounds has emerged, exploiting the unique Cys220 pocket within this mutation [32]. These compounds, distinct from generic rescuers like APR-246 and ATO, are designed to selectively target individual Y220C mutants [33–35]. Among these, PC14586 has entered clinical trials for patients harboring Y220C [34, 36]. Unfortunately, due to its limited accessibility and undisclosed molecular structure, our ability to evaluate its effectiveness in rescuing p53-Y220C remains restricted. In conclusion, our investigation highlights the inherent limitations associated with ATO [20], PAT [22], or low-temperature [22, 31] treatments in rescuing the non-TS structural mutation Y220C. Different from Y220C, R282W represents a structural mutation within the context of a temperature-sensitive (TS) phenotype [22, 31]. Here we performed in vitro studies on this mutant for its transactivation activity and target gene expression by using luciferase reporter assay and qPCR determination, revealing successful rescue of this mutant in two cancer cell lines expressing exogenous human mutant p53-R282W. Additionally, our investigations extended to two sarcoma cell lines derived from LFS-mimicking mice, which harbor endogenous mouse p53-R279W (equivalent to human p53-R282W). We further performed in vivo studies on this mutant for its target gene expression by using RNA-seq and qPCR determination, confirming that the endogenous mouse p53-R279W in spontaneous sarcoma tumors can be effectively rescued by ATO oral administration. Based on this rationale, we conducted experiments to determine the treatment efficacy of ATO in the W/+ mouse model by simply adding ATO to their drinking water. This mouse model partially mimics the survival and tumor spectrum observed in human R282W LFS (Fig. 6, middle panel). Encouragingly, oral ATO significantly extends W/+ mice survival (HR = 0.4003, *P* = 0.0008). The extended mouse survival was accompanied by the upregulation of p53 targets, and importantly, we did not observe significant side effects associated with ATO treatment (Fig. 6, bottom panel).

**Fig. 6:**
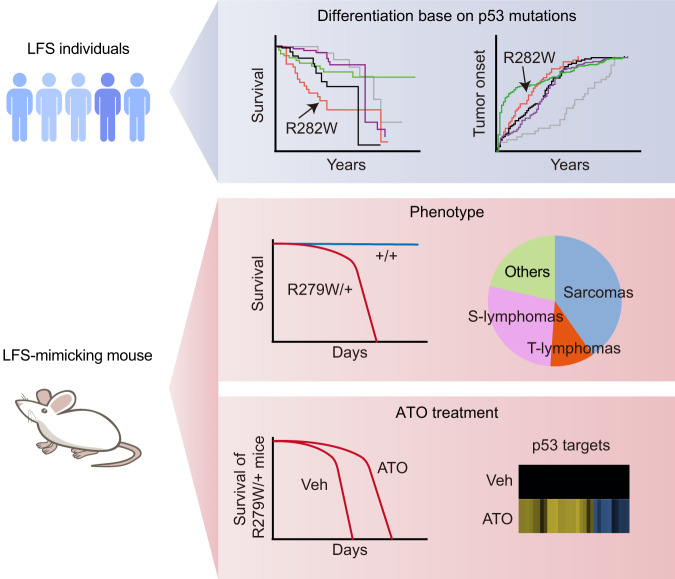
Summary of the Study. Top panel: LFS individuals harboring different p53 mutations exhibit diverse survival curves and tumor-onset curves. Middle panel: W/+ mice exhibit overall survival and tumor spectrum mimicking those of human LFS individuals. Bottom panel: ATO extended the survival of the W/+ LFS-mimicking mouse, accompanied by mutant p53 reactivation.

The notable extension of mouse survival through ATO treatment, achieved without inducing significant adverse effects in our study, holds particular significance. This is especially pertinent considering ATO’s established reputation as a toxic agent within clinical contexts, where its narrow therapeutic window (toxic concentration vs. effective concentration in the human body) has posed a substantial hurdle to the repositioning of ATO for clinical use. In the clinics, ATO is commonly administered in combination with all-trans retinoic acid (ATRA) for acute promyelocytic leukemia (APL) treatment, with a dosage of 0.15 mg/kg per day [37–39]. This dosage generated manageable side effects, primarily reversible grade I-II hepatic toxicity [37–39] and cardiovascular toxicity [38]. However, certain side effects, including QT interval (QTc) prolongation, pneumonitis, and neuropathic pain have emerged as dose-limiting concerns [38]. Increasing the dosage to 0.2 mg/kg per day caused a higher chance of dose-limiting side effects [38], highlighting the relatively constrained therapeutic range of ATO treatment. In the current investigation, we administered ATO at a concentration of 35 mg/L in the drinking water of mice. This dosage proved to be well-tolerated, as indicated by the absence of significant alterations in the body weights of ATO-treated mice. To the best of our knowledge, there exists no prior report of long-term ATO treatment in a spontaneous cancer mouse model for the purpose of survival assessment. Conversely, short-term ATO treatment has been widely documented for cancer inhibition in xenograft models, including our own studies [20, 31]. Remarkably, these xenograft investigations consistently employed an ATO dosage of 5 mg/kg, akin to the dosage utilized in our present study, accounting for a daily water intake of approximately 5 mL by a 25 g mouse.

Despite the observed survival benefits, it remains unclear whether these benefits are attributed to delayed cancer onset, slowed cancer progression, or both. Theoretically, these two mechanisms could be applied for cancer prevention in tumor-free LFS individuals and for cancer treatment in LFS cancer patients, respectively. Additionally, some p53 mutants have oncogenic gain-of-function (GOF), a phenotype reported to be associated with structural instability [40–42]. Since ATO has shown remarkable potency in enhancing the structural stability of p53 [20, 43], it would be worthwhile to investigate whether ATO can also abrogate oncogenic GOF of structural p53 mutants, in addition to restoring tumor-suppressive function, thereby contributing to the observed survival benefit in W/+ LFS mice.

Genetic predisposition toward mammary tumorigenesis has been previously documented [14, 44]. In our study involving p53-deficient heterozygous C57-background mice, we did not observe breast tumors among 47 tumor-bearing mice (Fig. 3B). It is noteworthy that the incidence of breast tumors in our model is considerably lower than the prevalence reported in Li-Fraumeni syndrome (LFS) families (Fig. 1A), where 800 cases of breast cancer were reported among a total of 2,836 cancer cases. Given the significantly elevated occurrence rate of breast cancer in LFS families, we acknowledge the limitations of our p53-deficient heterozygous C57-background model. To address this limitation and further explore the potential for LFS breast cancer treatment, we suggest employing BALB/c-background mice in subsequent studies. Notably, it has been reported that female p53-deficient heterozygous mice of this genetic background demonstrated a mammary carcinoma incidence of 55% [14].

Considering the lengthy testing periods and high costs associated with developing new anticancer drugs, repurposing the old drug ATO in a clinical trial for LFS patients could be a straightforward approach.

## Methods

### p53 germline mutation and clinical data

The germline mutation data came from the International Agency for Research on Cancer (IARC) TP53 Database (R20; accessed on 1 April 2021). Only cases that have been confirmed as germline carriers of TP53 mutation were included (*n* = 2836). In addition, the cases without the age of diagnosis and the age of the cases at the time of follow-up were removed for further analysis.

### Cell lines

HCT116 (ATCC, CCL-247), and H1299 (ATCC, CRL-5803) cells were purchased from ATCC. All cell lines were cultured at 37 °C in DMEM (Shanghai Basalmedia Technologies) supplemented with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin. All cell lines were tested to be mycoplasma free.

### Chemicals

Eprenetapopt, APR-246 (Selleck Cat# S7724). COTI-2 (MCE Cat# HY-19896). Kevetrin hydrochloride (Topscience Cat# 66592-89-0). Potassium antimony tartrate, PAT (Sigma Cat# 244791). Arsenic trioxide, ATO (Sigma Cat# 202673). Phenethyl isothiocyanate, PEITC (Sigma Cat# 252492).

### Luciferase reporter assay

Luciferase reporter assay was performed as previously reported [24]. Briefly, H1299 cells were transfected with plasmids (p53-R282W-expressing plasmid or p53-R248W-expressing plasmid, luciferase reporter plasmid, Renilla plasmid) using FuGENE transfection reagent (Promega, E1960). After transfection for 24 h, the chemical was added, and cells were lysed the next day, followed by luciferase signal determination using a luciferase assay kit (Vazyme, DL101-01).

### Quantitative real-time PCR

RNA extraction was performed using the TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. 1 μg RNA was reverse-transcribed using HiScript II Q RT SuperMix for qPCR (+ gDNA wiper) (Vazyme Biotech, R223-01) to generate cDNA. Real-time PCR was performed in duplicate using ChamQ SYBR qPCR Master Mix (Vazyme Biotech, Low ROX Premixed; Q331-02/03) and a ViiATM 7 Real-time PCR System (Applied Biosystems) under the following conditions: 10 min at 95 °C, followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. The following qRT-PCR primers were used: CDKN1A_F GTCTTGTACCCTTGTGCCTC, CDKN1A_R GGTAGAAATCTGTCATGCTGG, PUMA_F ACGACCTCAACGCACAGTACG, PUMA_R TCCCATGATGAGATTGTACAGGAC, MDM2_F ATCAGGCAGGGGAGAGTGAT, MDM2_R CAATTCTCACGAAGGGCCCA, β-actin_F ACTTAGTTGCGTTACACCCTTTC, β-actin_R GACTGCTGTCACCTTCACCGT.

### Immunoblot

Cells were lysed with RIPA buffer (Biyuntian, P0013B) containing protease inhibitors. Lysates were cleared by 10,000 rpm centrifugation at 4 °C, and protein concentration was measured using the Bicinchoninic acid (BCA) method (Biyuntian, P0009). Equivalent lysates were separated by SDS-PAGE and electrotransferred onto nitrocellulose membranes (Bio-Rad) and blocked with TBS containing 0.1% Tween 20 (Sigma) and 5% skimmed milk for 30 min. The protein expressions were detected with the following antibodies: p21 (Cell signaling Cat# 2947), p21 (Santa Cruz Biotechnology Cat# sc-817), p53 (Abcam Cat# ab26), p53 (Abcam Cat# ab1101), β-actin (Santa Cruz Biotechnology Cat# sc-47778 HRP), Mdm2 (Sigma-Aldrich Cat# M4308), and Gapdh (ABclonal Cat# AC002).

### Generation of p53-R279W mutant mice

CRISPR/Cas9-mediated gene targeting was used to generate mouse models. For genotyping, mouse toes were lysed with mouse tissue lysis buffer (Vazyme, PD101-01) containing proteinase K for DNA extraction (incubation at 55 °C for 30 min and then inactivate proteinase K at 95 °C for 5 min). Primers used for PCR reactions to detect mutant alleles were GTT CCA CGA GTC CCG CC (forward primer) and GGC ATG CGA CTC TCC AGC CTT (reverse primer).

### Survival study of W/+ mice

For the survival study of W/+ mice, the mice were monitored twice weekly and euthanized when animals appeared moribund or when the largest palpable tumor reached 2 cm^3^ or ulcerated. On day 90 after birth, heterozygous (p53^R279W/+^, W/+) mice drink water daily with ATO (35 mg ATO in 1 L drinking water) until death.

### Isolation of primary tumor cells

Mice were euthanized with isoflurane and placed on the dissection pad. Separated the tumor from the organs and transferred to cold PBS kept on ice. Cut the tumor with scissors and remove the large tumor lump. Transfer into DMEM medium (supplemented with 10% FBS, L-glutamine, penicillin/streptomycin) and cells pass through a 40 mm nylon cell strainer (Falcon) to remove cell clumps. Spin down, resuspend the cells, and cultured in DMEM medium at 37 °C in a humidified 5% CO_2_ environment.

### Cell viability measurement

Primary tumor cells were seeded into a 96-well plate (5000 cells per well) for 24 h. Then, cells were treated with the indicated concentration of ATO. After 3 days of treatment, 10 μl of CCK-8 regent (CK04, DOJINDO) were added to each well and incubated for 1 h at 37 °C before being read on a Wallac EnVision plate reader (PerkinElmer). Readings of treated wells were normalized to untreated wells (set to 100% luminescence) and wells containing only media (set to 0% luminescence).

### Immunohistochemistry

Tumor tissues were fixed in 10% formaldehyde and paraffin-embedded. After dewaxing, rehydration, and antigen retrieval, sections were blocked with 3% BSA (G5001, Servicebio), followed by staining using rabbit polyclonal antibody Ki-67 (GB111141) and biotinylated goat anti-rabbit immunoglobulin (Servicebio Cat# GB23303) overnight at 4 °C, respectively. After staining using a secondary antibody (Dako, K5007) at 37 °C for 30 min, visualization was performed using a DAB detection kit (Dako, K5007) and Pannoramic 250FLASH (3DHISTECH). The quantification was done at 400× magnification (3 images per tumor) in five randomly selected areas using ImageJ software (NIH Image J system, Bethesda, MD).

### RNA-seq

Total RNA was extracted from tumor tissues using the Spin Column Animal Total RNA Purification Kit (Sangon Biotech, B518651), and mRNA was purified from 1 μg of the extracted RNA using the Illumina TruSeq RNA Sample Prep Kit (cat# FC-122-1001) to prepare sequencing libraries. The libraries were pooled and sequenced on the Illumina Novaseq 6000 platform, generating 150 bp paired-end reads. Raw reads were initially processed using FastQC (v0.10.1) for quality control, while adapter sequences and poor-quality reads were removed using Cutadapt (v1.9.1). Quality-filtered reads were aligned to the Mus musculus genome (GRCm38) using HISAT2 (v2.0.1). Gene-level read counts were generated from the aligned reads using HTSeq (v0.6.1). To perform the Principal Component Analysis (PCA), the prcomp function in R Studio was used. Finally, the heatmap was generated using R with pheatmap (v1.0.12).

### Statistics analysis

Statistical analyses were performed using Prism 9 (GraphPad), and an unpaired two-tailed Student’s *t* test with a 95% confidence interval under the untested assumption of normality was used to determine statistical significance. The standard deviation (SD) of the number of replicates was represented as error bars in the figures. The survival rate was calculated using the Kaplan–Meier analysis, and the significance of differences between survival curves was determined using the log-rank test. Hazard ratios (HR) and 95% confidence intervals (CI) were employed to assess the risk ratio of death. The significant differences between the two groups were noted by asterisks (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

### Supplementary information

Supplemental Figure Legends

supplemental figure 1

supplemental figure 2

supplemental figure 3

supplemental figure 4

supplemental figure 5

Original Data File

aj-checklist

Table S1, The IARC p53 germline mutation database, related to Figure 1.

Table S2 RNA-sequencing of mouse spontaneous tumors, related to Figure 5E

## Data Availability

This study’s raw and processed RNA-seq data are available at the Gene Expression Omnibus (GEO) under accession number GSE234883.

# Supplementary material for: Arsenic trioxide extends survival of Li–Fraumeni syndrome mimicking mouse
**Source:** Cell Death Dis. 2023 Nov 29;14(11):783. doi: 10.1038/s41419-023-06281-2
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

**Figure S1. Prognosis of LFS individuals with diverse p53 mutations**

(A) Flowchart describing the analysis of the study. Confirmed cases, the individual has been tested for the presence of the p53 mutation and the mutation has been found.

(B) Positions of p53 germline hotspot mutations derived from the International Agency for Research on Cancer (IARC, R20). The x-axis represents the amino acid sequence of the p53 protein, while the y-axis displays the mutation rate.

(C) Tumor spectrum of IARC LFS cohort.

(D) Kaplan-Meier survival curve of confirmed LFS cases with survival information (n = 2,430).

(E) Curve of cancer-onset age of confirmed LFS cases with tumor (n = 2,262).

**Figure S2. Screening of rescue compounds for the LFS p53 mutations**

(A) Luciferase reporter assay for transactivation activity of LFS p53 mutation R282W and Y220C on the *MDM2* promoters. H1299 cells were treated with six indicated clinical-stage p53-rescue compounds at two concentrations (approx. IC_50_/5 and IC_50_/2 in H1299 cells) for 24 hours. Bar graphs show the normalized RLU (relative light units).

(B) qPCR determination of the mRNA levels of the *MDM2* upon treatment with indicated compounds and concentrations in U937 cells transfected with indicated p53 mutants.

Bars represent mean ± SD, unpaired two-tailed Student’s t-test, n = 3, *P < 0.05. **P < 0.01.

**Figure S3. Establishment of LFS-mimicking mouse model with p53-R279W**

(A) CRISPR/Cas9-based genome editing strategy used to construct the p53-R279W mutation.

(B) Pie chart depicting the gender distribution of W/+ mice. The number of females was 74 and males 79.

(C) Kaplan–Meier survival curves for male (n = 23) and female (n = 24) W/+ mice.

**Figure S4. ATO reactivates p53-R279W in LFS-mimicking mouse-derived cancer cell lines**

(A) qPCR determination of the mRNA levels of *Bax* and *Puma* in two sarcoma cell lines derived from W/+ mice. Cells were treated with ATO at the indicated gradient concentrations for 24 hours. Bars represent mean ± SD, unpaired two-tailed Student’s t-test, n = 3, *P < 0.05.

**Figure S5. ATO extends survival of LFS-mimicking mouse with p53-R279W**

(A) Schematic diagram illustrating the ATO treatment experiment *in vivo*.

(B) Body weight curves of ATO-treated and -untreated W/+ mice (n = 3 per group).

(C) Two-dimensional Principal Component Analysis (PCA) score plot for W/+ mice with sarcomas treated with or without ATO.

**TABLES**

Table S1 The IARC p53 germline mutation database, related to Figure 1.

Table S2 RNA-sequencing of mouse spontaneous tumors, related to Figure 5E.

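Table S2 lists, for each gene, a read count and an FPKM in 1 untreated and 2 ATO-treated sarcomas, and marks the p53 targets that Fig. 5E plots. On the 1998 genes at hand (26209 further genes were not analysed here), every count and every FPKM of its Ctl #1 column equals that of Ctl 1 in the deposited table. ATO #2 equals ATO 1 and ATO #3 equals ATO 2 in the same way. Ctl 2 shares its count with any of these columns for at most 74 genes, so that it is a sarcoma Table S2 does not hold. FPKM values can be compared between genes and sarcomas after allowing for gene length and total counts, but they do not allow for a few genes that take a large share of the reads. The 10 genes with the most counts took 17.7% of the total in ATO 2 and 7.07% in Ctl 1.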

How the deposited data were processed for this re-analysis (not part of the article)

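RNA-seq of 4 sarcomas from W/+ mice was analysed, 2 from ATO-treated and 2 from untreated mice, and the samples were grouped by the treatment in their labels. The authors made raw read counts per gene with HISAT2 and HTSeq and deposited these counts without normalization. The authors also deposited FPKM, and dividing each count by the exonic gene size and the total count gave the deposited FPKM to within rounding in all 4 sarcomas. The strand setting and the handling of reads that align to several places are not given in the methods. The methods name GRCm38, while only 1472 of 52073 shared genes have the position that the GENCODE M21 annotation of GRCm38 gives. Gene positions were taken from that annotation by identifier, and gene symbols from the deposited table. The symbol was empty for 2639 genes, which held at most 0.171% of the counts of a sarcoma.

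Total counts ranged from 15259695 to 18134000, and 3 counts, the limit that a count of 0 allows, corresponded to between 0.165 and 0.197 CPM. Such limits cover counting error only. The sarcomas of Table S2 were identified by equality of counts and FPKM on the 1998 genes at hand.

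Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors of 1.09, 1.11, 1.01 and 0.822 for Ctl 1, Ctl 2, ATO 1 and ATO 2, trended dispersion, quasi-likelihood F-test without robust estimation) with Benjamini-Hochberg adjustment and a threshold of 0.05. The test covered 17188 genes, which held at least 99.49% of the counts. Gene lists were tested with fry and, as an alternative, with camera at a preset correlation of 0.01, both from limma 3.58.1, and the median of each list was placed among 10000 random lists of the same size matched on mean expression in 10 bins. Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter, a mean FPKM of at least 1 or 5, a replicate block, each sarcoma left out, and limma on log2 FPKM with other pseudocounts, scalings, filters and variance settings. These FPKM alternatives were set before the data were examined for the case that no counts were given, so they change the tool and the unit together. The limma fit to log2(FPKM + 1), the fit without mitochondrial genes, the robust fits, the FPKM divided by the TMM factor, the ratios without a pseudocount and those divided by their root mean square were chosen after seeing the data. Principal components, distances, percentiles and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

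The genes named were fixed before the data were examined as the targets marked in Table S2, every other mouse gene the paper names, the genes of 12 lists, and the 5 genes with the largest change in each direction among those past the threshold, which added 0 genes. The lists were further p53 targets, oxidative stress response, heat shock and metallothionein, proliferation, endothelial, osteoblast, skeletal muscle, leukocyte, erythroid, adipocyte, epithelial and sex chromosome genes. Hmga2, Cdkn2a, Slc2a4 and the brown fat and lipid synthesis lists were chosen after the values were seen. A set test, a percentile and a binomial test of the marked targets had been planned and were not run, because the copy of Table S2 at hand is partial and marks 29 targets where the paper states 32.

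The tests were tried on simulated counts in which up to 200 genes changed by 3 on the log2 scale. With a dispersion of 0.05, edgeR called 194 of 194 changed genes with 9 false calls. With the trended dispersion of the sarcomas it called 3 of 186 with 0 false calls, and with the gene-wise dispersion 0 of 190. A first version of the simulation, which took the dispersion from the filtered genes, was replaced, and its dispersion is kept as a further case (27 of 191 called). Colours of 5 genes in Fig. 5E were read from the image, and the reading tolerance of 0.15 was set after the values were seen.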

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

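The tests of fat tissue, muscle tissue, a mix of tissues and library size in this part were chosen after the result was seen, while the gene lists, fry, camera and the percentiles were fixed before.

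Adipocyte genes, a list outside those the paper discusses, were higher in both ATO sarcomas. The median log2 fold change over 5 genes was 10.73, or 10.09 with genes at or under 3 counts in Ctl set to their bound, and all 5 lay above both Ctl sarcomas in both ATO sarcomas. Adipoq had 2 counts in each Ctl sarcoma, 974 in ATO 1 and 4017 in ATO 2. The list lay at percentile 100 of random lists. Its adjusted p was 0.293 by fry and 2.4e-14 by camera, which presets the correlation between genes. The labels of all 4 samples, Ctl included, name a growth protocol with agents used to differentiate cultured cells into adipocytes. Being the same for both groups in the labels it gives no difference between them there, and whether it was applied to any sample was not tested. The mean total count in ATO was 0.942 times that in Ctl. The fold changes are already scaled to library size, so that this ratio could not decide on library size as an explanation. Fat tissue in the samples is a candidate source, but the count of 5 genes uses the genes of the pattern itself and does not decide it. Fat taken with the tumor, another type of sarcoma and an effect of ATO stay open, since each group has 2 sarcomas and the type of each sarcoma is not given in the labels.

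Skeletal muscle genes were also higher in both ATO sarcomas, with a median log2 fold change of 6.99 over 8 genes, all above both Ctl sarcomas. The list lay at percentile 100 of random lists, and its adjusted p was 0.452 by fry and 2.7e-09 by camera. The value was 4.24 without ATO 1 and 11.29 without Ctl 2. The median FPKM of the list was 0.47 in Ctl 1, 10.6 in Ctl 2, 1273 in ATO 1 and 91.2 in ATO 2, and Acta1 reached 3898 in ATO 1. No explanation of this pattern was tested separately, and no biological explanation was tested.

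Further p53 targets are 12 genes that the copy of Table S2 at hand does not mark. Of these only Bbc3 is among the genes it holds, and the marked targets missing from the copy were not seen, so that an overlap with them is not excluded. The list had a median log2 fold change of 1.05, with 10 genes higher and 2 lower in the edgeR fit, and lay at percentile 99.87 of random lists. By FPKM, both ATO sarcomas lay above both Ctl sarcomas in 3 of the 12 genes and below in 1. By TMM-normalized CPM they lay above in 6 and below in 1. The adjusted p was 0.293 by fry. By camera it was 0.00039. The median was 0.45 without ATO 1. By FPKM the list was higher in ATO 1 than in ATO 2 for 10 of 12 genes, and by TMM-normalized CPM for 8 of 12, while 0 of 5 adipocyte genes were on either scale. The adipocyte genes kept 4.91 times their ATO 1 excess over Ctl in ATO 2, against 0.0881 for the p53 targets (medians of FPKM; 6.03 against 0.247 by TMM-normalized CPM), which argues against fat tissue alone. The skeletal muscle genes kept 0.0612 by FPKM and 0.0765 by TMM-normalized CPM. The criterion against muscle tissue alone, a share over 3 times that of the muscle genes, was set after the values were seen and was met by CPM but not by FPKM. The p53 shares cover the 10 genes raised in ATO 1 by FPKM and the 11 by CPM. They ranged from -0.22 to 3.67 by FPKM and from -18.7 to 3.99 by CPM, and those of the muscle genes from 0.0193 to 0.104 and from 0.0251 to 0.130. Muscle tissue alone and an effect of ATO therefore cannot be told apart for the list as a set. A mix of tissues cannot be told apart from the treatment with 2 sarcomas per condition. An effect of ATO on p53 stays open and was not tested apart from these.

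The data of Ctl 2 are not in Table S2 or Fig. 5E. Of the 29 marked targets, 19 were higher in Ctl 2 than in Ctl 1, with a median log2 ratio of 0.52. This compares 2 libraries and not the conditions. The text of the paper gives no reason for the choice of the Ctl sarcoma, and no explanation was tested.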

How the results depend on the processing

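The limma fit to log2(FPKM + 1) without a further change was chosen after seeing the data. All other alternatives not named as added were set before the data were examined. With each sarcoma left out, 1 group holds 1 sarcoma, so that no calls were made there. The set test of the marked targets by camera was not run.

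The number of genes past the threshold was 0 in edgeR with DESeq2's size factors, with a mean FPKM of at least 1 or 5, with a replicate block, and in limma on log2 FPKM with either pseudocount, median-of-ratios scaling, any filter or no trend. It was also 0 in the added robust fit and without mitochondrial genes. It was 716 in DESeq2 (559 higher, 157 lower), 541 in edgeR without a filter (454 higher, 87 lower), 61 in the added robust fit without a filter and 11 in limma on log2(TPM + 1). DESeq2 and edgeR without a filter shared 477 genes. The prior degrees of freedom were 2.69 with the filter and 16.4 without. Among the marked targets, 1 passed in DESeq2 and 1 in edgeR without a filter. Adjusted over the list alone, 1 passed in DESeq2, 2 without a filter and 1 in the robust fit without a filter. The cause was not tested. In simulated counts with the gene-wise dispersion of the sarcomas, DESeq2 made 195 calls, of which 95 were false, and edgeR without a filter made 94 calls, of which 46 were false. With the trended dispersion of all genes, 42 of 128 DESeq2 calls and 0 of 8 calls of edgeR without a filter were false. With that of the filtered genes these were 26 of 124 and 0 of 33. The spread between the sarcomas therefore limits what the count of 0 and the counts of 716 and 541 can show.

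Replicate numbers are shared between the groups, but neither the paper nor the labels say that a number pairs the sarcomas. The description of the deposited series speaks of sarcomas before and after treatment, whereas the paper and the sample titles describe treated and untreated mice, so that a pairing is not excluded. The correlation of the deviations of same-numbered sarcomas was -0.02, and with the replicate block 0 genes passed and 1165 had an unadjusted p under 0.05. The block also reversed Mki67 and the erythroid list, with the values given next.

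The number of targets with a higher fitted level was 21 and ranged from 18 to 22 with each sarcoma left out. It was 16 in limma on log2 FPKM with either pseudocount, without a filter or without a trend, 14 in limma on TPM, 20 with median-of-ratios scaling and 13 in limma with a mean FPKM of at least 5, where fewer targets were tested. Their median log2 fold change was 0.34 in the main edgeR comparison and ranged from 0.18 to 0.48 with each sarcoma left out. It was positive in the other alternatives, down to 0.12 in limma on log2(FPKM + 1), except for -0.084 in limma on TPM. The median of all genes was -0.47 in that fit, -0.23 in limma on log2(FPKM + 1) and -0.016 in the main edgeR comparison, so that on TPM the median of the targets lay above that of all genes. Against the other Ctl sarcoma, 8 targets were higher in both ATO sarcomas in place of 14. With FPKM divided by the TMM factor, an added alternative, these numbers were 13 and 16. The ratio of the distance between ATO sarcomas to that between groups was 1.52 for FPKM without a log and between 0.927 and 0.970 in the other alternatives. Camera called 6 gene lists (further p53 targets, proliferation, endothelial, osteoblast, skeletal muscle and adipocyte), of which 0 passed with fry.

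In limma, Bax, with 0.04 in edgeR, had a log2 fold change of -0.14 with either pseudocount and with each filter and variance setting, and -0.36 on TPM, but 0.15 with median-of-ratios scaling. Mki67 had -0.28 with the replicate block, -0.35 in limma with a pseudocount of 1 and with each filter and variance setting, -0.53 with a pseudocount of 0.1, -0.68 on TPM and -0.11 with median-of-ratios scaling. The oxidative stress list had -0.021 in limma with a pseudocount of 1, without a filter and without a trend, -0.029 with a mean FPKM of at least 5, -0.23 with a pseudocount of 0.1 and -0.40 on TPM, but 0.23 with median-of-ratios scaling. The heat shock list had -0.064 on TPM and -0.016 in limma with a mean FPKM of at least 5, but 0.38 with median-of-ratios scaling. The erythroid list had 0.85 with the replicate block, 0.58 in limma with either pseudocount, filter and variance setting, 0.35 on TPM and 0.88 with median-of-ratios scaling. That scaling moved the median of all genes in limma from -0.23 to 0.0085, and with it Bax and the oxidative stress list had the direction of the edgeR fit. The heat shock list was 0.13 in limma with a pseudocount of 1 and reversed there when the filter was raised to a mean FPKM of at least 5, a filter not run with median-of-ratios scaling. Mki67 and the erythroid list stayed reversed with that scaling. The cause was not tested.

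With each sarcoma left out, the log2 fold change ranged from -0.40 to 0.68 for Bax, from -0.61 to 2.31 for Btg2 and from -2.44 to 1.82 for Mki67. The list medians ranged from -0.55 to 0.71 for oxidative stress, -0.30 to 1.16 for heat shock, -2.48 to 0.59 for endothelial, -1.40 to 6.31 for osteoblast, -0.28 to 2.20 for leukocyte, -2.66 to 4.64 for erythroid, -0.59 to 3.47 for epithelial and -0.77 to 5.56 for lipid synthesis genes. Over the single genes, the lists and the variance on the first component, 352 other values kept their direction and side of the threshold or moved by less than the spread, 11 moved by more, and 2 passed the threshold (Cdkn1a in DESeq2 and in edgeR without a filter).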

Differences from the paper's values

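Fig. 5E plots a fold change per target and ATO mouse, and its colours were read for 5 genes. All values of the re-analysis are log2 ratios of FPKM to Ctl 1 with a pseudocount of 1, with ATO 1 as mouse 2 and ATO 2 as mouse 3. For Cdkn1a the paper's values are about 0.90 and about 1.2 in Fig. 5E, against 3.54 and 2.93. For Tigar the paper's are about 0.60 and about 1.3 in Fig. 5E, against 2.05 and 0.94. For Mdm2 the paper's are about 0.60 and about 1.3 in Fig. 5E, against 1.41 and 0.69. For Bax the paper's are about 0.90 and about 1.2 in Fig. 5E, against 0.44 and 0.35. For Btg2 the paper's are about 0.96 and about 1.1 in Fig. 5E, against 2.00 and 1.79.

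Of the alternatives set before the data were examined, the other Ctl sarcoma gave 0.50 for Mdm2 in mouse 2. The difference divided by the SD over the 3 sarcomas gave 1.23 for Cdkn1a in mouse 3, and a pseudocount of 0.1 gave 1.17 for Tigar in mouse 3. These 3 values fell within the reading tolerance of 0.15, and the other 7 did so in no such alternative. Of the settings chosen after seeing the values, no pseudocount gave 1.21 and FPKM divided by the TMM factor 1.27 for Tigar in mouse 3, the other Ctl sarcoma with the TMM factor gave 0.63 for Mdm2 in mouse 2, and the log2 ratio divided by its root mean square gave 1.05 for Btg2 in mouse 2. With that division and with the ATO 1 and ATO 2 values exchanged, also chosen after seeing the values, all 10 lay within 0.115 of the figure.

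The paper states that the targets were upregulated globally. In the deposited data 7 of the 29 targets at hand were lower in both ATO sarcomas than in Ctl 1, and 4 after dividing FPKM by the TMM factor, an alternative chosen after seeing the values. In Fig. 5E, Mdm2 and Tigar are higher in mouse 3 than in mouse 2, whereas the FPKM of both was higher in ATO 1, which Table S2 lists as mouse 2, than in ATO 2.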

Other observations

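The tests on splits, false calls and Fig. 5E in this part were chosen after the result was seen, as were the genes and lists named so.

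Of the 3 ways to split the 4 sarcomas into pairs, 1, the split by treatment, gave as many genes with an unadjusted p under 0.05 in edgeR (1463, against 875 and 608). In DESeq2 also 1 of 3 gave as many genes past the threshold (716, against 235 and 179). With 3 splits this share cannot fall under 0.05, so that the treatment and a random split cannot be told apart by it. In simulated counts, 48.7% of the DESeq2 calls were false with the gene-wise dispersion of the sarcomas, 32.8% with the trended dispersion of all genes and 26 of 124 calls with that of the filtered genes, so that false calls stay open as a source of part of the 716.

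A candidate explanation for the values of Fig. 5E is that each target's log2 ratios were divided by their root mean square and that the ATO mice were exchanged. With both changes the largest gap to the 10 values read from the figure was 0.115, and 0.675 with the mice as labelled. The explanation was found from the same 10 values, and the paper's methods do not describe such a step.

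Trp53 (chromosome 11 of GRCm38, 69580359 to 69591873) had an FPKM of 43.64 in Ctl 1, 44.64 in Ctl 2, 13.7 in ATO 1 and 11.6 in ATO 2. Its log2 fold change was -1.53 (SE 0.37, edgeR adjusted p 0.570), and it stayed between -1.55 and -1.52 with each sarcoma left out. Over the alternatives the adjusted p ranged from 0.0633 to 0.745. Mki67, which encodes Ki67, had an FPKM of 16.33 and 11.86 in Ctl, 45.37 in ATO 1 and 1.96 in ATO 2, a log2 fold change of 0.89 (SE 1.29) that was -2.44 without ATO 1. Bbc3 (Puma) had a log2 fold change of 0.66 (SE 0.63), Bax of 0.04 (SE 0.50) and Btg2 of 0.21 (SE 0.95), and in each of the 3 the groups overlapped. Bax was -0.40 without Ctl 1 and 0.68 without Ctl 2, Btg2 was -0.61 without Ctl 1 and 2.31 without Ctl 2, and Bbc3 was 0.09 without ATO 1 and 1.07 without ATO 2. Hmga2 (-7.55), Cdkn2a (-3.17) and Slc2a4 (5.80) were chosen after their values were seen, and their adjusted p in edgeR was between 0.570 and 0.588. Without ATO 1 Cdkn2a was -6.03, and without ATO 2 it was -2.27.

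Of the other lists, the median log2 fold change was 0.49 for oxidative stress response, 0.56 for heat shock and metallothionein, 0.56 for leukocyte, -0.58 for erythroid and 1.86 for epithelial genes, each of which changed sign when 1 sarcoma was left out. Without ATO 2 these medians were -0.55, -0.30, -0.28, 0.25 and -0.59, without Ctl 1 that of the leukocyte genes was -0.18, and without Ctl 2 that of the erythroid genes was 4.64. It was -0.71 for proliferation (-2.61 without ATO 1, -0.12 without ATO 2), -1.65 for endothelial (0.59 without Ctl 2) and 5.35 for osteoblast genes (-1.40 without ATO 1). The median FPKM of the endothelial genes was 8.46 in Ctl 1, 103.9 in Ctl 2, 7.83 in ATO 1 and 14.15 in ATO 2. That of the osteoblast genes was 0.62, 0.82, 49.5 and 0.265 in the same order. Each of the latter lists was thus high in a single sarcoma and does not describe its group. Whether the sarcomas were of unlike types was not tested. By fry 0 of these lists passed an adjusted p of 0.05. Brown fat genes, chosen after seeing the data, had a median of 11.40, or 8.60 with genes at or under 3 counts at their bound, and 6.54 without ATO 2. Ucp1, in this list but not tested, had 2 and 3 counts in Ctl, 1 in ATO 1 and 37084 in ATO 2. Cidea (24 counts in ATO 1, 9299 in ATO 2) and Elovl3 (11 and 1657) were also mostly in ATO 2. Cox8b (331 and 3707) and Cpt1b (389 and 902) were above Ctl in both, and Dio2 was highest in Ctl 1 (3667). Lipid synthesis genes, chosen in the same way, had 4.59, or -0.77 without ATO 2. Reads of the hemoglobin and Hspa1 genes can be shared between near-identical copies. Among the sex chromosome genes, Xist had between 5668 and 18725 counts in the 4 sarcomas, and the list's 4 genes on the Y chromosome had 0 counts in all 4 sarcomas.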
